A study of Mus musculus with 4 samples. Its data were reported in "Postnatal epigenetic regulation of intestinal stem cells requires DNA methylation and is guided by the microbiome" (2015).

How the data were processed

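Colonic epithelium of Lgr5-EGFP-CreER mice (Lgr5-EGFP-IRES-CreERT2) on a C57 background was sorted into ISCs (EGFP-positive) and differentiated cells (EpCAM-positive, EGFP-negative) at P0 and P21, and each of the 4 groups gave 1 library of pooled cells for whole-genome bisulfite sequencing. The deposited files list cytosines by strand with the counts of all reads and the counts of methylated reads. They also hold the methylation level as a fraction, which the authors computed from these counts. Positions were matched to the CpG sites of the mouse genome NCBIM37 (mm9), and genes were taken from GENCODE vM1. The files listed 35341960 cytosines in ISCs at P0, 32371412 in differentiated cells at P0, 36437517 in ISCs at P21 and 31765460 in differentiated cells at P21. Of the 21342492 CpG sites of the reference, 20562721, 19866172, 20698166 and 19902211 were covered in the same order. Read counts of both strands were added per CpG site. A window of 10000 bp on chromosome 2 (98500001–98510000) held 49.0 %, 38.4 %, 48.1 % and 39.96 % of all CpG reads.

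The genome was divided into bins of 200 bp, and a bin was measured with at least 2 CpG sites and 10 reads in both libraries of a comparison, its level being methylated reads over all reads. mDMRs (P21 minus P0, in each population) and dDMRs (differentiated cells minus ISCs, at each age) were bins that differed by at least 10 points. Beside this, Fisher's exact test (two-sided) was run per bin with Benjamini-Hochberg adjustment at 0.05. Global methylation was the mean over CpG sites with at least 5 reads. Islands were found with the CpG scoring of 17 per CpG and −1 otherwise, at least 200 bp, 50 % GC and an observed to expected ratio of 0.6. The planned masking of repeats by lower-case sequence had no effect, since the reference held 0 lower-case bases. In its place, islands with at least 50 % of their 24-mers present 5 or more times over all candidate islands were removed. This was decided before the methylation of islands was looked at and left 16593 of 23712 islands. Islands within 500 bp of a transcription start were promoter (5′) CGIs, other islands touching a last exon or 3′ UTR were 3′ CGIs, and the remaining islands in genes were body CGIs. Promoters reached from 1000 bp upstream to 500 bp downstream of the start. Pooled counts of a gene's CGIs, promoter or body were compared with Fisher's test at a minimum of 50 reads per library, and a gene "rose" or "fell" with at least 10 points and an adjusted p below 0.05. Bins that changed by at least 20 points with an adjusted p below 0.05 in both populations (or at both ages) were merged across gaps of up to 200 bp, and regions of at least 3 bins were ranked by the smaller change. The difference between the age changes of the populations was tested against a normal distribution with counting variance, and with that variance multiplied by the overdispersion.

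Error within a library was measured from the forward and reverse strands of the same bin. Strands differed by at least 10 points in 37.7 %, 37.8 %, 34.7 % and 36.5 % of bins, where counting error gives 24.7 %, 21.7 %, 23.9 % and 22.3 %, an overdispersion of 2.16, 2.60, 1.94 and 2.49. In CGI bins it was 4.53, 4.75, 4.23 and 5.26, and for pooled counts of a gene's CGIs 6.77 (3′), 11.3 (promoter) and 11.5 (body). The number of calls expected from this error was simulated with the overdispersion of all bins, also within CGIs. The scaling of bin counts used the same values, so both understate strand error in CGI bins. No spread between animals or libraries of a group can be had, and Fisher's test therefore compares libraries only. The procedure was tested on simulated data with 200 changed units: with counting error alone Fisher's test and 10 points recovered between 26 % and 50 % of islands changed by 10 points and at least 96 % of those changed by 20 points. It recovered at most 6 % of bins changed by 20 points and between 28 % and 40 % of those changed by 40 points, and called at most 1 unchanged bin.

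The tests, thresholds, gene lists and rule for naming genes were fixed before the data were examined. Named are the genes the study followed by name; the 10 genes with the largest 3′ CGI gain and the 5 with the largest loss by the smaller of the changes in the populations, with an adjusted p below 0.05 in both; genes at the 10 regions of largest gain and of largest loss with maturation, and at the 5 and 5 with differentiation; up to 4 members per list with the largest change that passed in both contrasts, or up to 2 members where none passed; and up to 3 imprinted controls. The 20 lists were genes the study followed for 3′ CGI gain, genes it followed for loss outside CGIs, glycan synthesis, stem cell markers, absorptive markers, secretory markers, immune, mesenchymal, endothelial and enteric neural markers, the Wnt pathway, Notch, hedgehog and BMP genes, Hox genes, other developmental transcription factors, the methylation machinery, microbial sensing, fetal epithelium, lipid and xenobiotic handling, imprinted genes and housekeeping genes. The named members depart from the limit of 4 per list in places. More than 4 were named for microbial sensing and Hox genes. For glycan synthesis, Chst14 and St3gal6 were left out although their changes were larger than those of B3gnt3 and St6galnac2. Sox1, Kcnq1ot1, Peg13 and Zim2 matched no gene of the annotation. For each list, genes with a bin changed by at least 20 points in both contrasts, from 5000 bp upstream to the gene end, were counted and compared with 10000 random lists (seed 1) matched in 20 classes of the number of measured bins, a matching chosen after the data were seen.

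Alternatives were other read minima, change thresholds, CpG minima and bin sizes, site means in place of pooled counts, thinning to equal depth, leaving out the sites of highest coverage, autosomes only, centring on the median difference, stricter islands (500 bp, 55 % GC, ratio 0.65, 9078 islands), and for global levels other weightings and site sets. Islands without the repeat filter, counts divided by the overdispersion, coverage weighting without sites of over 1000 reads, and equal weight per CpG site in promoters and bodies were added after the data were seen. Reads at cytosines outside CpG sites were used only to look at their share. Computation used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and numba 0.67.0, and figures were drawn with matplotlib 3.10.9.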

Results

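DNA methylation was mapped by whole-genome bisulfite sequencing in 2 cell populations of the mouse colonic epithelium, sampled on postnatal days 0 (P0) and 21 (P21), before suckling and near weaning. Intestinal stem cells (ISCs) were sorted as Lgr5-EGFP-positive cells, Lgr5 being a receptor for R-spondins that marks the cycling stem cells at the crypt base. Their differentiated descendants were sorted as EpCAM-positive and EGFP-negative epithelial cells. Each of the 4 groups was 1 library made from pooled animals, so no group had a replicate, and every test compares libraries, not animals. Reads at CpG sites numbered 1024078806 in ISCs and 1181545621 in differentiated cells at P0, and 1034918916 and 1018331695 at P21. Median coverage was 15, 22, 16 and 19 reads per CpG site in ISCs at P0, differentiated cells at P0, ISCs at P21 and differentiated cells at P21. Reads were unevenly spread: CpG sites with over 1000 reads held 63.6 % of them in ISCs and 50.4 % in differentiated cells at P0, and 62.3 % and 52.1 % at P21. Intervals given with levels (Wilson) and with changes (Newcombe) are 95 % intervals and cover counting error only. Levels and counts in pairs are given for ISCs and then for differentiated cells unless stated, and changes are in percentage points.

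The comparison of P21 with P0 asked how methylation changed while the epithelium matured through the suckling period, and whether stem cells and their progeny changed alike. Some CpG islands (CGIs) at the 3′ ends of genes gained methylation in both populations. At Runx1, a transcription factor of blood formation, the CGI in the last exon (chromosome 16, 92605846–92606377, NCBIM37) rose from 6.09 % to 55.4 % in ISCs and from 3.72 % to 52.0 % in differentiated cells. An intronic region of Lrig1, which restrains ErbB receptor signalling and marks intestinal stem cells, fell from 76.5 % to 7.54 % in ISCs and from 78.6 % to 7.70 % in differentiated cells. The promoter of Pigr, the receptor that carries IgA across the epithelium, fell from 80.1 % to 22.8 % in ISCs and from 76.1 % to 7.51 % in differentiated cells.

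Among 892 genes with a measurable 3′ CGI, 89 gained and 19 lost at least 10 points in ISCs, and 82 gained and 10 lost in differentiated cells (Fisher's exact test, adjusted p below 0.05). The median changes over all of them were 0.578 and 0.756 points. The same genes were involved to a large extent: 62 gained in both populations, where 8.18 would be shared by independent lists, and 6 lost in both, where 0.213 would be. Both populations of an age may come from the same pooled animals, which these expected numbers ignore. With counts divided by the overdispersion between strands, an alternative chosen after the data were seen, 34 gained and 4 lost in ISCs, 68 and 5 in differentiated cells, and 32 and 2 in both. Among the 10 genes with the largest gain in both were Jakmip1, Vipr1, Runx1, Nr1d1, Thra, AI464131, Mycn, Epn3 and Gal3st1. Vipr1, a receptor for vasoactive intestinal peptide, gained 57.1 points (50.9 to 62.4) in ISCs and 49.9 points (45.6 to 53.9) in differentiated cells. Jakmip1, a microtubule-associated protein, gained 51.9 points (47.6 to 55.8) and 55.7 points (53.1 to 58.1). Nr1d1, a repressor in the circadian clock, and Thra, a thyroid hormone receptor, run towards each other and share 1 CGI, which rose from 28.0 % to 72.9 % and from 26.2 % to 70.5 %. Mycn, a MYC family transcription factor, gained 40.1 points (35.0 to 44.9) and 42.3 points (38.8 to 45.6), and the endocytic adaptor gene Epn3 gained 37.9 points (32.7 to 42.8) and 45.8 points (42.6 to 48.9). The 5 genes with the largest loss were Ipmk, Hoxb5, Hoxb7, 4933422H20Rik and Spdef. Ipmk, an inositol polyphosphate kinase, fell from 45.7 % to 7.94 % and from 37.1 % to 8.74 %, and Spdef, a transcription factor of goblet cell maturation, fell from 26.2 % to 15.2 % and from 22.8 % to 11.3 %. Between 250 and 9770 CpG reads per library stood behind the values of these 10 and 5 genes.

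**Figure D1:**
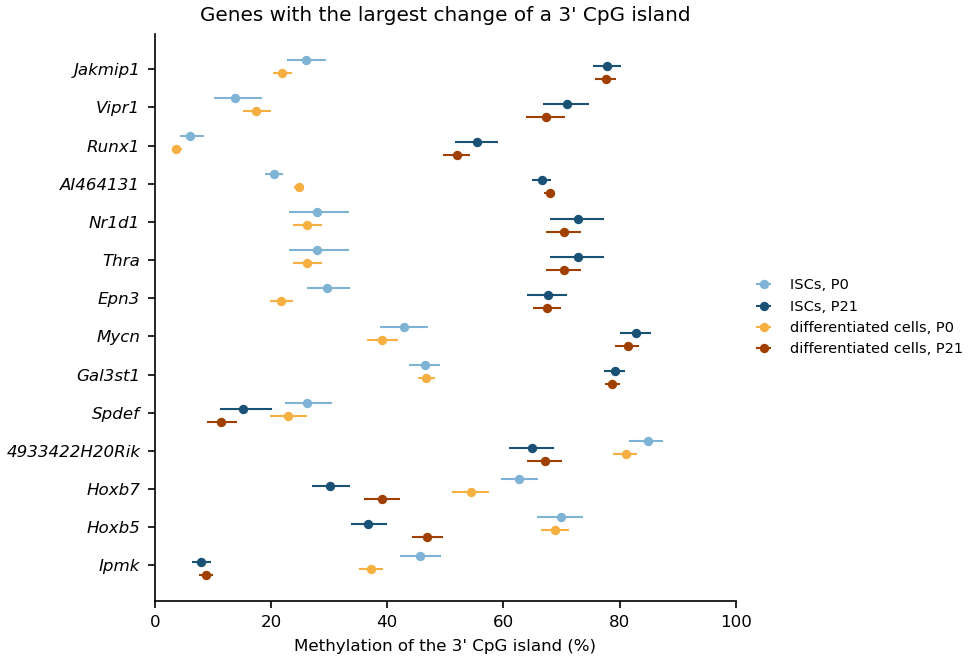
Methylation level (%, x axis) of the 3′ CGI of the named genes among the 10 with the largest gain and the 5 with the largest loss from P0 to P21 (y axis), for ISCs and differentiated cells at each age, with Wilson 95 % intervals. At Runx1 ISCs stand at 6.09 % at P0 and 55.4 % at P21, whereas Ipmk falls from 45.7 % to 7.94 %.

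The genes that the study followed by name were chosen on these same libraries, so their counts are not independent evidence. Of its genes with a 3′ CGI gain, 6 had a measurable 3′ CGI, and 4 rose and 0 fell in both ISCs and differentiated cells, with the same counts adjusted over the list alone. Their median change was 28.8 points in ISCs and 25.1 points in differentiated cells. AI464131, which encodes the nuclear envelope glycosidase NET37, rose from 20.5 % to 66.6 % and from 24.7 % to 68.0 %. Gal3st1, a sulfotransferase of sulfatide synthesis, rose from 46.4 % to 79.2 % and from 46.7 % to 78.7 %, and the lysophosphatidic acid receptor Lpar5 rose from 10.3 % to 35.2 % and from 12.6 % to 30.8 %. Phospho1 stood at 6.45 % and 12.1 % at P0 and P21 in ISCs, and at 4.49 % and 8.49 % in differentiated cells. A3galt2 was highly methylated at both ages, with 85.2 % and 84.6 % in ISCs. For the glycosyltransferase B4galnt1 the island nearest the 3′ end was classed as a body CGI (4.85 % and 14.6 % in ISCs, 5.59 % and 10.7 % in differentiated cells). An exonic bin of B4galnt1 outside islands (chromosome 10, 126607001–126607200) rose from 32.4 % to 77.8 % and from 38.7 % to 75.1 %. A body CGI of B4galnt4 (chromosome 7, 148256193–148256916) stood at 6.31 % and 12.7 % in ISCs and at 4.89 % and 5.06 % in differentiated cells. Another (148254453–148254673) was highly methylated at both ages, with 81.3 % and 81.9 % in ISCs and 79.9 % and 83.2 % in differentiated cells. Of the 5 genes the study followed for loss outside CGIs, Rnf43 held 31 bins within 5000 bp that lost at least 10 points in both populations (adjusted p below 0.05 in each) and Fam109a held 5, while Zbtb22, Adamtsl5 and Mif held 0. Without the adjusted p, bins that lost at least 10 points in ISCs numbered 2 at Zbtb22, 5 at Adamtsl5 and 2 at Mif. Gains of that size were more numerous there, with 4, 12 and 5 bins. The study reported losses in ISCs at all genes of this list and followed them by bisulfite pyrosequencing. A count of 0 does not speak against those losses, because asking for an adjusted p in both populations can miss single bins. The gene body of Rnf43, a ubiquitin ligase that removes Wnt receptors, fell from 49.7 % to 36.4 % and from 50.5 % to 38.2 %. Of the 5 promoters, 0 rose or fell in either population, also adjusted over the list alone.

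Across island bins the gains were most frequent in last exons, 3′ UTRs and middle exons. Bins of 200 bp in last exons gained at least 10 points in 11.6 % of cases in ISCs (10.3 to 13.1) and 10.7 % in differentiated cells (9.42 to 12.2). The share was 8.53 % and 8.23 % in 3′ UTRs, 7.68 % and 6.56 % in middle exons, 2.67 % and 2.23 % in first exons, 1.87 % and 1.37 % in introns, and 1.07 % and 0.546 % in 5′ UTRs. In ISCs it was 4.34 % in intergenic sequence, 4.12 % downstream of genes (8 of 194 bins) and 0.508 % upstream. By gene, 83 of 12221 genes with a promoter CGI gained in ISCs and 44 in differentiated cells, and 91 and 77 of 1360 genes with a body CGI did. With counts divided by the overdispersion these numbers fell to 7 and 12 and to 8 and 21. The share of CGIs that gained was 11.4 times higher at 3′ than at promoter CGIs in ISCs and 18.9 times in differentiated cells. Within classes of starting level these ratios fell to 1.66 and 2.46. X-linked promoter CGIs, raised by methylation of the inactive X, were part of these classes. Promoter CGIs remained almost unmethylated, with medians of 0.476 % at P0 and 0.525 % at P21 in ISCs and 0.458 % and 0.471 % in differentiated cells, whereas the medians of 3′ CGIs were 29.3 % and 34.7 % in ISCs and 27.8 % and 36.0 % in differentiated cells.

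**Figure D2:**
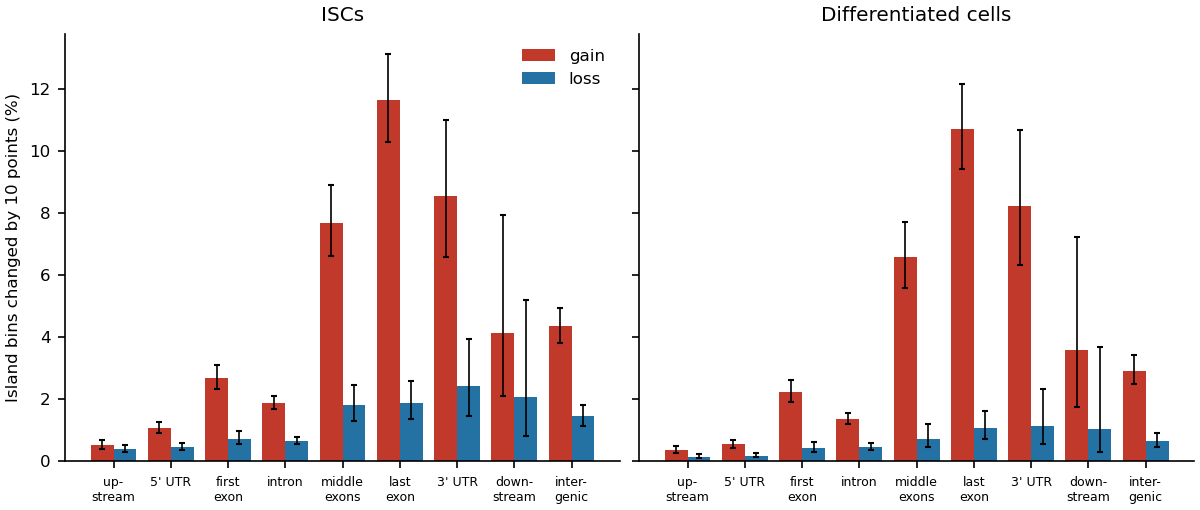
Share of CGI bins of 200 bp (%, y axis) that gained or lost at least 10 points from P0 to P21, by the part of the gene they lie in (x axis), in ISCs and in differentiated cells, with Wilson 95 % intervals. Last exons hold the highest share of gains, 11.6 % in ISCs and 10.7 % in differentiated cells.

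Across the genome, neighbouring bins that changed by at least 20 points with an adjusted p below 0.05 in both populations formed 312 regions of gain and 884 of loss with at least 3 bins each. Introns held 181 of the gained and 483 of the lost regions, and 57 of the gained but 7 of the lost regions held CGI bins. At 30 points 80 regions of gain and 462 of loss were left. The largest gains lay in introns of Trim71, an RNA-binding ubiquitin ligase of early development (chromosome 9, 114459001–114460600, from 23.1 % to 83.3 % and from 18.9 % to 78.3 %), and of the endolysosomal channel gene Tpcn1 (from 15.6 % to 73.0 % and from 15.7 % to 73.0 %). A second region in Trim71, introns of Arid3a, Tmco4, Rcc2 and Gprc5a, the upstream sequence of Nrbp2 and the last exon of Runx1 also stood among the 10 largest gains. So did an intron of Shh, the hedgehog ligand of the gut epithelium (chromosome 5, 28788801–28790000), which rose from 27.2 % to 81.8 % and from 21.0 % to 79.98 %. The largest loss lay in an intron of Rgmb, a co-receptor for bone morphogenetic proteins (chromosome 17, 15961201–15961800), from 77.7 % to 0 of 317 reads in ISCs (upper limit 1.197 %), and from 74.96 % to 0.820 % in differentiated cells. An intron of Vdr, the vitamin D receptor (chromosome 15, 97735201–97737000), fell from 82.6 % to 9.64 % and from 76.8 % to 5.54 %. The other losses among the 10 largest lay in introns of 1110051M20Rik, Lrig1, Foxred2, Pde4d and Evl, in the 3′ UTR of Kbtbd11, and in sequence 23790 bp from Tle3 and 24687 bp from Abhd2. Lrig1 held 13 lost regions with 54 bins, more than any other gene, followed by Vdr and Rgmb with 6 each.

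**Figure D3:**
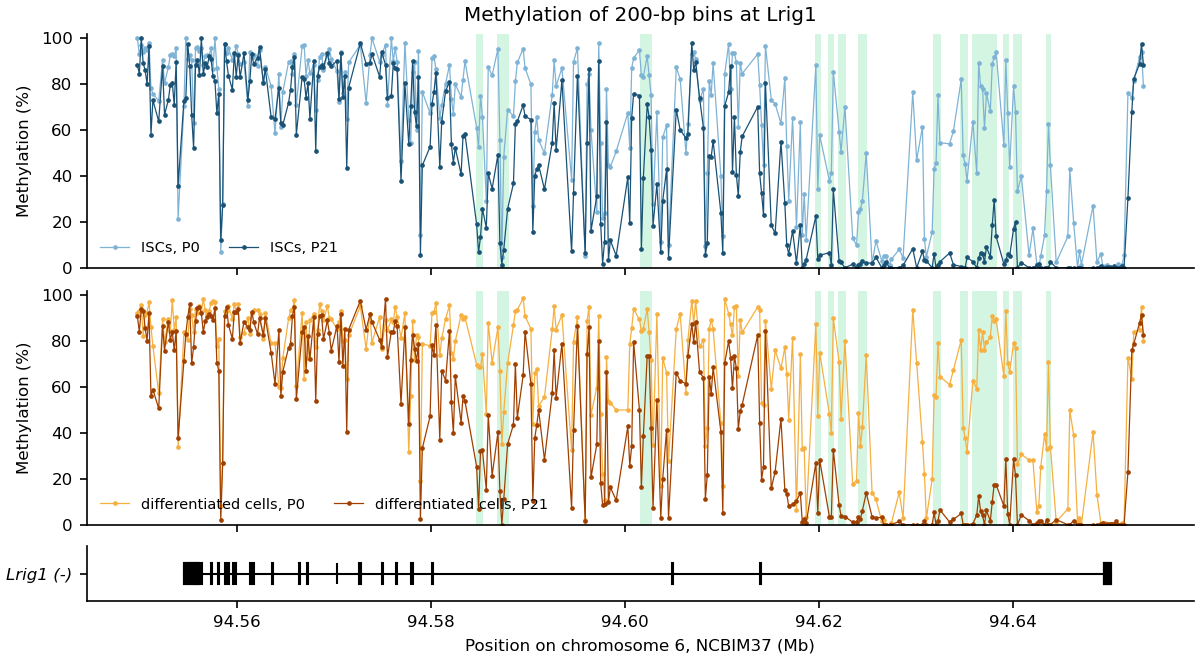
Methylation (%, y axis) of 200-bp bins along Lrig1 on chromosome 6 (x axis, Mb, NCBIM37) in ISCs (upper panel) and differentiated cells (middle panel) at P0 and P21, with exons as boxes in the lower panel. Shading marks the 13 lost regions, where the P21 line lies under the P0 line in both populations, at 94635801–94638400 by a fall from 76.5 % to 7.54 % in ISCs.

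Stem cell markers lost methylation more often than other genes of similar size. Of 24 marker genes, 18 held at least 1 bin that lost at least 20 points in both populations, against a median of 10 (6 to 14) in random lists matched on the number of measured bins. Gene bodies fell at 7 and rose at 1 of the 24 in ISCs, and fell at 6 and rose at 0 in differentiated cells, with the same counts adjusted over the list alone. The median body change of −1.26 points in ISCs lay within the range of random lists matched on methylation level (−1.62 to 1.01). That of −2.05 points in differentiated cells lay below it (−1.63 to 0.876). The bodies of Rgmb (63.4 % to 33.0 % and 59.1 % to 31.7 %), Lrig1 (64.8 % to 42.5 % in ISCs), the Wnt target Axin2 (70.2 % to 53.1 % and 66.4 % to 53.2 %) and the ephrin receptor gene Ephb3 (69.5 % to 57.1 % and 73.2 % to 56.3 %) fell in both. Lgr5 itself, named after its values were seen, held 8 lost bins and 1 gained bin. The Wnt pathway as a whole did not stand out for losses, with 13 of 40 genes holding a lost bin against a random median of 14 (9 to 20). A gained bin was present in 11 against 6 (2.98 to 11), and 0 of 40 promoters rose or fell in either population. Among Notch, hedgehog and BMP genes the gains stood out, with 16 of 35 holding a gained bin against a random median of 6 (2 to 10). The body of Shh rose from 10.2 % to 28.2 % and from 8.34 % to 26.6 %, and the promoter of the Notch effector Hes7 rose from 31.1 % to 55.1 % and from 22.5 % to 46.8 %. In each population 2 promoters of this list rose and 0 fell, also adjusted over the list alone.

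A few genes of microbial sensing lost methylation at promoters. Of 33 promoters on this list, 6 fell and 2 rose in ISCs and 6 fell and 0 rose in differentiated cells, with the same counts adjusted over the list alone. Beside Pigr, promoters that fell in both populations included those of Il1rn, the interleukin-1 receptor antagonist (46.4 % to 19.7 % and 48.5 % to 22.3 %), 2210415F13Rik, which encodes the bacterial-motility inhibitor LYPD8 (34.8 % to 9.36 % and 26.7 % to 5.73 %), and Tmem173, which encodes the nucleic-acid sensor adaptor STING (42.0 % to 23.5 % and 49.6 % to 34.4 %). The body of the inflammasome sensor gene Nlrp6 fell from 36.3 % to 14.3 % and from 30.5 % to 12.6 %, whereas the body of Duoxa2, needed for the peroxide-producing dual oxidase, rose from 12.3 % to 35.8 % and from 11.99 % to 26.6 %. A lost bin was present in 17 of the 34 genes, against a random median of 7 (3 to 12), and a gained bin in 8, against 3 (0 to 6).

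Absorptive and metabolic genes held lost and gained bins more often than most random lists. Of 34 absorptive markers 16 held a lost bin (random median 9, 4 to 14) and 8 a gained bin (3, 1 to 7). The promoter of Fabp2, the intestinal fatty acid binding protein, fell from 32.5 % to 2.78 % and from 30.9 % to 7.11 %. The promoter of Ceacam20 and the body of Ceacam1 fell in both populations, while the promoter of Anpep, a brush border peptidase, rose from 25.7 % to 39.3 % and from 14.3 % to 30.8 %. In all, 2 absorptive promoters rose and 2 fell of 32 in ISCs, and 1 rose and 5 fell in differentiated cells, also adjusted over the list alone. Of 40 genes of lipid and xenobiotic handling 22 held a lost bin (random median 13, 8 to 19) and 10 a gained bin (5, 2 to 10), Vdr alone holding 42 such bins. Promoters of this list fell at 5 of 40 in ISCs and 4 in differentiated cells, or 7 and 5 adjusted over the list alone, and 0 rose. The sulfotransferase gene Sult1a1 (63.9 % to 43.5 % and 67.5 % to 46.4 %) and the bile acid receptor gene Nr1h4 (17.4 % to 2.58 % and 12.5 % to 1.964 %) were among them. The body of Gstm1, a glutathione transferase, fell by 11.5 points in ISCs. Of 25 secretory markers 3 held a lost bin (random median 6, 2 to 10). Their promoters fell at 1 of 25 in ISCs and 2 in differentiated cells and rose at 0, also adjusted over the list alone, with Muc2, the goblet cell mucin, falling from 46.5 % to 29.0 % and from 41.8 % to 30.1 %.

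Genes of embryonic patterning went both ways or stayed. Of 39 Hox genes 10 held a gained bin (random median 3, 0 to 6) and 9 a lost bin (7, 3 to 11). Promoters rose at 5 and fell at 5 of the 39 in ISCs and rose at 2 and fell at 3 in differentiated cells, and 3′ CGIs rose at 4 and fell at 2 of 15 in each population, in every case also adjusted over the list alone. Gains lay at the promoters of Hoxa3 (3.73 % to 42.0 % and 2.97 % to 23.3 %) and Hoxa2 and in the body of Hoxd4, and losses at Hoxb3, Hoxb4, Hoxb5 and Hoxb7. Other developmental transcription factors lost methylation less often than random lists, with 11 of 79 genes holding a lost bin against a median of 23 (16 to 30). Their promoters rose at 2 and fell at 0 of 79 in ISCs and did neither in differentiated cells, also adjusted over the list alone, and the 3′ CGI of Tbx3 rose from 32.9 % to 59.2 % and from 33.5 % to 52.5 %. Of 20 fetal epithelial genes 8 held a gained bin (random median 3, 0 to 6). Their promoters rose at 1 and fell at 1 in ISCs and did neither in differentiated cells, where 1 fell adjusted over the list alone. The body of H19, an imprinted RNA gene on this list and on the imprinted list, rose from 40.03 % to 56.5 % and from 40.9 % to 55.5 %.

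Genes of glycan synthesis, a group the study took up, did not stand out in number. Of 119 genes 50 held a lost bin against a random median of 48 (38 to 57), and 23 a gained bin against 23 (15 to 31). Promoters rose at 1 and fell at 6 in ISCs and rose at 1 and fell at 4 in differentiated cells, and 3′ CGIs rose at 3 and at 2 of 16 with 0 falling, also adjusted over the list alone. Examples were the 3′ CGIs of Chst8 (19.1 % to 42.2 % and 22.3 % to 37.7 %) and B3gnt3 (71.7 % to 83.4 % and 64.7 % to 82.1 %), and the promoters of B3galt2 (53.5 % to 26.7 % and 47.0 % to 26.2 %) and St6galnac2 (23.5 % to 8.90 % and 20.2 % to 6.07 %).

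Of the genes of the methylation machinery, 0 of 22 promoters rose or fell in either population. Dnmt3a, a de novo methyltransferase, stood at 25.5 % and 29.0 % at P0 and P21 in ISCs and at 18.9 % and 24.3 % in differentiated cells, and Tet3 at 13.5 % and 15.3 % and at 7.19 % and 10.6 %. Among 15 housekeeping genes 0 promoters rose or fell, and the body of B2m, a subunit of major histocompatibility complex class I, fell from 70.4 % to 53.1 % and from 67.9 % to 54.5 %. Of 20 imprinted genes 2 promoters rose and 3 fell in ISCs, and 2 rose and 1 fell in differentiated cells. These counts were the same adjusted over the list alone. The promoter window of Grb10 rose from 44.7 % to 58.2 % and from 46.0 % to 57.5 %. Its promoter CGIs, pooled, did not rise (37.3 % to 35.3 % and 34.4 % to 33.8 %). The methylated CGI among them (chromosome 11, 11925558–11926582) fell from 72.9 % to 61.6 % and from 66.7 % to 59.7 %. Markers of other cell types were measured beside these groups. Of 28 immune promoters 0 rose and 1 fell in each population (0 in ISCs adjusted over the list alone), with Ptprc at 80.5 % and 74.2 % and at 79.2 % and 69.9 %, and Lyz2 at 68.6 % and 58.9 % and at 70.7 % and 63.4 %. Of 24 mesenchymal promoters 3 rose in ISCs and 1 in differentiated cells and 0 fell, also adjusted over the list alone. Tagln stood at 16.3 % and 34.2 % in ISCs and at 14.9 % and 24.8 % in differentiated cells, and Postn at 57.4 % and 51.4 % and at 54.3 % and 49.8 %. Endothelial promoters (15 genes) and enteric neural promoters (16 genes) did neither, except that 1 enteric neural promoter rose in ISCs adjusted over the list alone. Esam stood at 14.7 % and 22.6 % in ISCs and 15.8 % and 22.4 % in differentiated cells, Tie1 at 70.3 % and 66.0 % and at 68.2 % and 63.7 %, and Gfap at 43.9 % and 35.5 % and at 41.02 % and 32.7 %.

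Genome-wide, maturation DMRs (mDMRs), defined as bins that changed by at least 10 points, numbered 603585 gains and 647762 losses outside CGIs in ISCs and 452442 gains and 574572 losses in differentiated cells. Within CGIs gains prevailed, with 1337 gains and 418 losses in ISCs and 1029 gains and 220 losses in differentiated cells. Without the repeat filter on islands, an alternative chosen after the data were seen, the numbers were 2462 and 1092, and 1636 and 542. For dDMRs within CGIs they were 1084 gains and 1215 losses at P0, and 935 and 1138 at P21. Losses outside CGIs did not prevail everywhere in ISCs. At 10 points gains were more frequent in 5′ UTRs (1685 against 1514), 3′ UTRs (9257 against 8180), last exons (2024 against 1810) and middle exons (7548 against 7231). The same held upstream (5853 against 5650) and downstream of genes (5168 against 5109) and in bins with at least 4 CpG sites (141413 against 131077). Under Fisher's test gains outnumbered losses only in last exons (412 against 366) and first exons (269 against 240), and 3′ UTRs held 1004 gains against 1042 losses. With Fisher's exact test added, 48367 gains and 65197 losses outside CGIs and 928 gains and 218 losses within CGIs remained in ISCs, and 51993 and 88092, and 940 and 157, in differentiated cells. The pair of contrasts shares no library, but both populations of an age may come from the same pooled animals. Overlaps expected of independent lists ignore this. Over 4155447 bins measured in all 4 libraries the changes in ISCs and in differentiated cells correlated with r = 0.263 across bins (0.542 across CGI bins), bins not being independent replicates. Of 111765 bins called in ISCs, 83.4 % changed in the same direction in differentiated cells. Gains were called in both at 12412 bins where independent lists would share 610.8, losses at 29454 where they would share 1339, and 475 bins were called in opposite directions. At 10 points alone the number of mDMRs outside CGIs was close to or below that expected from error between strands of a library (1251347 against 1239453 in ISCs, 1027014 against 1117453 in differentiated cells). Within CGIs it was 1755 against 560 in ISCs and 1249 against 239 in differentiated cells. These expected numbers, and the scaled counts that follow, use the overdispersion of all bins (1.94 to 2.60). That of CGI bins was higher (4.23 to 5.26), so the error within CGIs is understated. With counts divided by the overdispersion between strands, 4737 gains and 12965 losses outside CGIs and 341 gains and 64 losses within CGIs were called in ISCs, and 3905 and 14648, and 474 and 52, in differentiated cells.

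**Figure D4:**
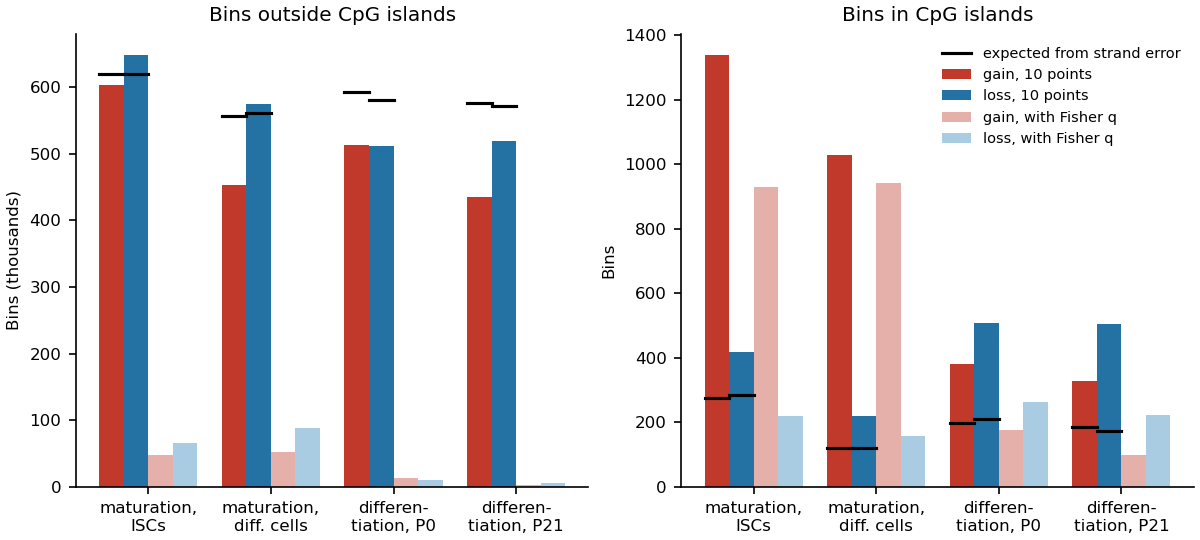
Number of 200-bp bins (y axis, in units of 1000 on the left) that gained (red) or lost (blue) at least 10 points in each of the 4 comparisons (x axis), outside CGIs (left) and within CGIs (right), paler bars with Fisher's test added and black lines the number expected from error between strands. Within CGIs maturation gains (1337 in ISCs, 1029 in differentiated cells) exceed losses (418 and 220) and the expected number. The latter was simulated with the overdispersion of all bins, which is lower than that of CGI bins.

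The comparison of differentiated cells with ISCs at each age asked which changes accompany differentiation. Promoters were lower in differentiated cells at both ages at 260 of 20660 genes and higher at 37. Among the former were Apc, a scaffold of the Wnt-inhibiting destruction complex (21.6 % in ISCs and 7.24 % in differentiated cells at P0, 25.2 % and 9.96 % at P21), Bmpr1a, a BMP receptor (24.9 % and 12.5 %, then 24.98 % and 14.5 %), and the imprinted gene Plagl1 (66.1 % and 45.8 %, then 66.1 % and 50.2 %). Gene bodies were lower at both ages at 320 of 20354 genes and higher at 10, among them Bmp2 (38.4 % and 23.6 %, then 37.5 % and 24.3 %) and Uhrf1, the partner of the maintenance methyltransferase (69.0 % and 58.3 %, then 67.6 % and 57.4 %). These calls did not survive equal weighting of CpG sites, an alternative chosen after the data were seen: 2 promoters were then lower and 2 higher at both ages, and 0 gene bodies were either.

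Markers of the cell types sorted differed little. Of 24 stem cell marker promoters 0 were higher and 1 was lower in differentiated cells at P0 and likewise at P21. Cd44 stood at 32.1 % in ISCs and 16.2 % in differentiated cells at P0 and at 30.5 % and 24.8 % at P21, and Olfm4 at 31.5 % and 27.6 % and at 35.7 % and 24.6 %. Of 32 absorptive promoters 1 was higher and 1 lower at P0 and 0 and 1 at P21, Anpep standing at 25.7 % and 14.3 % at P0 and at 39.3 % and 30.8 % at P21. Of 25 secretory promoters 3 were higher and 1 lower at P0 and 0 and 1 at P21, with Reg4 at 23.2 % and 34.6 % and at 26.4 % and 35.4 %. Glycan synthesis genes had 12 lower promoters of 119 at P0 and 7 at P21 and 0 higher, and microbial sensing genes 3 lower and 1 higher of 33 at P0 and 6 and 1 at P21. All of these counts were the same adjusted over the list alone. At 3′ CGIs 3 genes were higher and 16 lower at P0 and 8 higher and 8 lower at P21, with 0 differing in the same direction at both ages. At promoter CGIs 0 genes were higher and 4 lower at both ages, where independent lists would share 0.0206 and 0.0594. At body CGIs 2 were higher and 2 lower, against 0.124 and 0.388. With counts divided by the overdispersion, at most 1 gene with a promoter or body CGI passed in any direction at either age.

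Differentiation DMRs (dDMRs) numbered 512435 gains and 511738 losses outside CGIs and 381 and 506 within CGIs at P0, and 435397 and 518952, and 328 and 503, at P21. Outside CGIs these totals of 1024173 and 954349 lay below the 1172050 and 1148675 expected from error between strands. With Fisher's test added they were 13751 and 10833, and 175 and 263, at P0 and 3392 and 5221, and 97 and 222, at P21. The differences at P0 and P21 correlated with r = 0.0346 across bins. Of 24615 bins called at P0, 52.1 % had the same sign at P21, 128 gains and 131 losses were called at both ages where independent lists would share 11.4 and 13.9, and 203 bins were called in opposite directions. No region of at least 3 bins differed by 20 points with an adjusted p below 0.05 at both ages. In simulated data 0 % of bins changed by 20 points were recovered at P0 and 2 % at P21, so single changes of this size can be missed. For maturation recovery was 0 % in ISCs and 6 % in differentiated cells. The same rule gave 312 gained and 884 lost regions there. The simulation changed very few bins, and the Benjamini-Hochberg cutoff depends on how many bins change. Its recovery rates therefore do not give the power in the real comparisons. How far power accounts for the difference in region numbers was not tested. In the absence of such regions, the largest of the 57 gained and 60 lost shorter regions were named after their values were seen. Lower in differentiated cells at both ages were single bins 26813 bp from Rasgrf1 (chromosome 9, 89777601–89777800, 94.9 % and 33.3 % at P0, 81.1 % and 6.45 % at P21), in an intron of Ankrd11 (76.2 % and 17.2 %, then 79.4 % and 9.38 %), and near Cdkn2aip, Ltbp4 and Tsnax. Higher were bins in an intron of Pde10a (8.70 % and 62.1 %, then 9.62 % and 56.5 %) and near Trp53rk, Abcg3, Phf21a and Ube2cbp. Between 15 and 132 reads per library stood behind these bins. Of the 60 lost regions, 3 lay at genes of the imprinted list, among them an intronic bin of Peg10 (72.3 % and 36.7 %, then 70.2 % and 39.5 %). Imprinted genes outside this list were not counted.

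**Figure D5:**
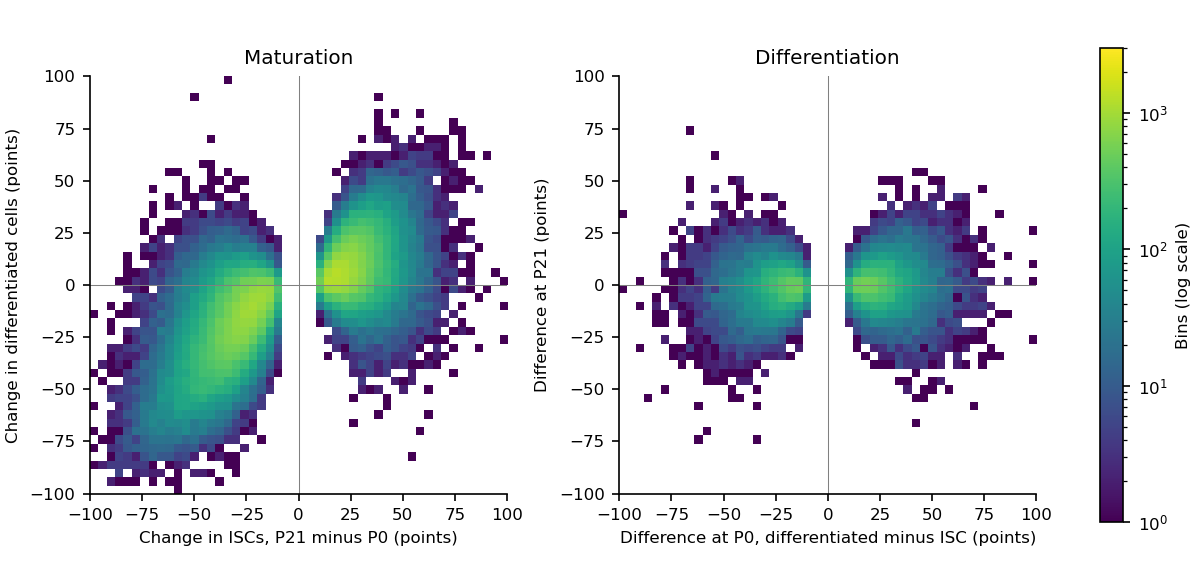
Bins called in ISCs by their change from P0 to P21 in ISCs (x axis, points) and in differentiated cells (y axis, points) on the left, and bins called at P0 by the difference between differentiated cells and ISCs at P0 (x axis, points) and P21 (y axis, points) on the right, colour giving the number of bins on a log scale. Of the bins called, 83.4 % keep their sign on the left and 52.1 % on the right.

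Maturation and differentiation were compared over the bins measured in all 4 libraries. Maturation compares different animal pools, whereas the populations of an age may come from the same animals. Differences between pools could thus enter the mDMRs and not the dDMRs. At 10 points the mDMRs of both populations outnumbered the dDMRs of both ages by a ratio of 1.13, with numbers outside CGIs close to or below those expected from error between strands, and within CGIs by 1.75. After subtraction of the number expected from counting error, as planned, the ratio was 1.37 (1.80 within CGIs). With the number expected from error between strands subtracted, it was 2.37 within CGIs. Over all bins that subtraction left dDMR numbers below 0, so no ratio can be read. With Fisher's test the ratio was 7.55 (2.97 within CGIs), and with counts scaled for overdispersion 218.0 (21.6 within CGIs). The 218.0 rests on 103 dDMRs at P0 and 67 at P21. At 3′ CGIs 131 genes changed with maturation in at least 1 population, and 22 of them also differed between the populations at P0 or P21, where independent lists would share 4.85. These comparisons share libraries, so error in 1 library can give both calls. Of the 62 genes that gained in both populations, 4 differed at either age and 0 in the same direction at both ages.

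The age change was then compared between the populations gene by gene. With counts scaled for overdispersion, which was chosen after the result was seen, Hoxd3 was the only gene whose CGI differed. The 3′ CGI of this homeobox gene of axial patterning (chromosome 2, 74584429–74585347) rose from 18.1 % to 60.7 % in ISCs and from 30.7 % to 41.5 % in differentiated cells. The difference of the changes was −31.9 points (SE 6.06, adjusted p 0.000125, normal test on the scaled counts). Across bins with the same scaling the change was more positive in differentiated cells at 38 bins outside CGIs and 10 within CGIs, and less positive at 78 and 12.

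Global levels differed little between the libraries. The mean over CpG sites with at least 5 reads was 73.7 % in ISCs and 72.8 % in differentiated cells at P0, and 73.3 % and 72.2 % at P21. Differentiated cells were thus lower by −0.867 points at P0 and −1.14 points at P21, and P21 was lower than P0 by −0.371 points in ISCs and −0.646 points in differentiated cells. Over the 15800892 sites that reached 5 reads in all 4 libraries, the difference between populations shrank to −0.0665 points at P0 and −0.517 points at P21, lower on 18 and 19 of 19 autosomes. Weighted by coverage, with sites of over 1000 reads left out, it was −3.14 and −2.96 points. With coverage weighting over all sites, the age difference in differentiated cells turned to 0.149 points. Imprinted and X-linked genes served as controls of known level, since imprinted genes carry methylation on 1 allele and X-linked islands on the inactive X chromosome of females. The promoter CGIs of 14 imprinted genes, of which Sgce and Peg10 share 1, had medians of 51.2 % and 47.8 % at P0 and 53.9 % and 46.6 % at P21. They ranged from 6.52 % at Dlk1, whose imprinted control region lies elsewhere, to 69.2 % at Mcts2 in ISCs at P0. Single controls differed between libraries by −18.2 to 18.5 points over the 4 comparisons, with maturation in ISCs by 18.5 points at Peg3 and by −17.01 points at Mcts2. Those of 350 X-linked genes had medians of 14.4 % and 14.97 % at P0 and 16.3 % and 15.1 % at P21, against 0.451 % and 0.438 %, and 0.492 % and 0.449 %, at 11871 autosomal genes.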

Values the study reported

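The study gave mean genome-wide CpG methylation of 73.9 % in ISCs and 70.3 % in differentiated cells at P0, and of 73.1 % and 70.0 % at P21.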

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

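The difference between the age changes of ISCs and differentiated cells was a planned test, and its scaling by the overdispersion was chosen only after the result was seen. The 3′ CGI of Hoxd3, a homeobox gene of axial patterning, drew attention because its age change differed between the populations, by −31.9 points: it gained 42.7 points (38.8 to 46.3) in ISCs and 10.8 points (8.19 to 13.4) in differentiated cells. At P0 it was more methylated in differentiated cells (30.7 %) than in ISCs (18.1 %), and at P21 less so (41.5 % and 60.7 %). It was singled out of all gene CGIs by this test, and 1 library per group leaves open whether animals of the same age differ as much there. Among bins, the age change also differed between the populations. It was more positive in differentiated cells at 38 bins outside CGIs and 10 within CGIs, and less positive at 78 and 12. With counting error alone these numbers were 11080 and 206, and 14751 and 268. No explanation was tested for these.

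Reads at cytosines outside the CpG sites of the reference drew attention because no comparison uses them. They made up 0.721 % of reads in ISCs and 0.553 % in differentiated cells at P0, and 0.527 % and 0.498 % at P21. No control library gives the level to expect, and no explanation was tested.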

How the results depend on the processing

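The tests with islands left unfiltered for repeats, with counts divided by the overdispersion, with coverage weighting that leaves out sites of over 1000 reads, and with equal weight per CpG site were chosen only after the results were seen. No paired analysis was possible because each group had 1 pooled library. No library could be left out for the same reason. The gain of Runx1, Vipr1, Mycn and the other named 3′ CGIs kept its direction when CpG sites were averaged in place of pooled and when only sites with 5 reads in all 4 libraries were used. For counts and values that answer a comparison, 230 values under an alternative stayed within 1.5 times the reported count or within its interval, and 186 did not. For single genes and lists the numbers were 184 and 54. A change of sign past the threshold was looked for only at the 3′ CGIs of single genes, and none was found there. The global age difference in differentiated cells, which has no test, changed sign when weighted by coverage. So did the medians of several lists, near 0 at promoters, between promoters, gene bodies and 3′ CGIs. Thresholds of 15 and 20 points, added tests, larger bins and stricter islands leave fewer units by construction. For the other settings the cause was not tested.

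At a threshold of 15 points, bins outside CGIs were: ISC mDMRs 309771 gained and 351265 lost, mDMRs of differentiated cells 217552 gained and 310971 lost, P0 dDMRs 249633 gained and 239639 lost, P21 dDMRs 199909 gained and 245171 lost. Bins within CGIs were: ISC mDMRs 777 gained and 192 lost, mDMRs of differentiated cells 547 gained and 81 lost, P0 dDMRs 131 gained and 194 lost, P21 dDMRs 113 gained and 200 lost. Genes with a changed 3′ CGI were: ISC maturation 55 gained and 10 lost, maturation of differentiated cells 54 gained and 6 lost, maturation in both 3 lost, P0 differentiation 0 gained and 3 lost, P21 differentiation 0 gained and 1 lost. CGI bins that gained were: 7.66 % of last exon bins in ISCs, 0.586 % of 5′ UTR bins in ISCs, 6.75 % of last exon bins in differentiated cells, 0.269 % of 5′ UTR bins in differentiated cells. 84.3 % of ISC mDMRs had the same sign in differentiated cells. Raised to 20 points, bins outside CGIs were: ISC mDMRs 162592 gained and 198600 lost, mDMRs of differentiated cells 108756 gained and 175816 lost, P0 dDMRs 123374 gained and 115741 lost, P21 dDMRs 94321 gained and 119528 lost. Bins within CGIs were: ISC mDMRs 467 gained and 94 lost, mDMRs of differentiated cells 335 gained and 48 lost, P0 dDMRs 49 gained and 80 lost, P21 dDMRs 40 gained and 83 lost. Genes with a changed 3′ CGI were: ISC maturation 36 gained and 4 lost, maturation of differentiated cells 33 gained and 3 lost, maturation in both 24 gained and 2 lost, P0 differentiation 0 gained and 0 lost, P21 differentiation 0 gained and 0 lost. CGI bins that gained were: 5.18 % of last exon bins in ISCs, 0.396 % of 5′ UTR bins in ISCs, 4.62 % of last exon bins in differentiated cells, 0.158 % of 5′ UTR bins in differentiated cells. 85.2 % of ISC mDMRs had the same sign in differentiated cells. On autosomes only, bins within CGIs were: ISC mDMRs 273 lost, mDMRs of differentiated cells 131 lost, P0 dDMRs 224 gained and 332 lost, P21 dDMRs 195 gained and 294 lost. CGI bins that gained were: 0.506 % of 5′ UTR bins in ISCs, 0.399 % of 5′ UTR bins in differentiated cells. 83.7 % of ISC mDMRs had the same sign in differentiated cells. After centring on the median difference, 52.8 % of P0 dDMRs had the same sign at P21. With Fisher's test added, bins outside CGIs were: ISC mDMRs 48367 gained and 65197 lost, mDMRs of differentiated cells 51993 gained and 88092 lost, P0 dDMRs 13751 gained and 10833 lost, P21 dDMRs 3392 gained and 5221 lost. Bins within CGIs were: ISC mDMRs 218 lost, P0 dDMRs 175 gained and 263 lost, P21 dDMRs 97 gained and 222 lost. The ratio of mDMRs to dDMRs was 7.55. In bins with at least 4 CpG sites, bins outside CGIs were: ISC mDMRs 141413 gained and 131077 lost, mDMRs of differentiated cells 102348 gained and 116559 lost, P0 dDMRs 100751 gained and 96478 lost, P21 dDMRs 78797 gained and 98066 lost. In bins of 500 bp, bins outside CGIs were: ISC mDMRs 400081 gained. Bins within CGIs were: ISC mDMRs 461 gained and 99 lost, mDMRs of differentiated cells 350 gained and 42 lost, P0 dDMRs 76 gained and 118 lost, P21 dDMRs 52 gained and 123 lost. Under the stricter island definition, bins within CGIs were: ISC mDMRs 801 gained and 236 lost, mDMRs of differentiated cells 622 gained and 116 lost, P0 dDMRs 215 gained and 310 lost, P21 dDMRs 193 gained and 327 lost. Genes with a changed 3′ CGI were: ISC maturation 36 gained and 2 lost, maturation of differentiated cells 35 gained and 0 lost, maturation in both 26 gained and 0 lost, P0 differentiation 4 lost, P21 differentiation 2 gained and 1 lost. CGI bins that gained were: 0.387 % of 5′ UTR bins in differentiated cells. For regions at 30 points, 80 regions gained and 462 lost.

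Over sites with at least 1 read, global differences in points were: ISC maturation −0.243, maturation of differentiated cells −0.735, P0 differentiation −0.420, P21 differentiation −0.912. Over sites with at least 10 reads, global differences in points were: ISC maturation −0.739, maturation of differentiated cells −0.631, P0 differentiation −2.14, P21 differentiation −2.03. Over sites with 5 reads in all 4 libraries, global differences in points were: ISC maturation −0.170, maturation of differentiated cells −0.621, P0 differentiation −0.0665, P21 differentiation −0.517. Over autosomal sites, global differences in points were: maturation of differentiated cells −0.638, P0 differentiation −0.875. Weighted by coverage, global differences in points were: ISC maturation −0.118, maturation of differentiated cells 0.149, P0 differentiation −2.77, P21 differentiation −2.51. Averaged over 200-bp bins, global differences in points were: ISC maturation −0.253, maturation of differentiated cells −0.740, P0 differentiation −0.254, P21 differentiation −0.741.

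The following settings were added after the data were seen. Without the repeat filter on islands, bins within CGIs were: ISC mDMRs 2462 gained and 1092 lost, mDMRs of differentiated cells 1636 gained and 542 lost, P0 dDMRs 1084 gained and 1215 lost, P21 dDMRs 935 gained and 1138 lost. With counts divided by the overdispersion, bins outside CGIs were: ISC mDMRs 4737 gained and 12965 lost, mDMRs of differentiated cells 3905 gained and 14648 lost, P0 dDMRs 57 gained and 26 lost, P21 dDMRs 20 gained and 25 lost. Bins within CGIs were: ISC mDMRs 341 gained and 64 lost, mDMRs of differentiated cells 474 gained and 52 lost, P0 dDMRs 4 gained and 16 lost, P21 dDMRs 5 gained and 18 lost. Genes with a changed 3′ CGI were: ISC maturation 34 gained and 4 lost, maturation of differentiated cells 5 lost, maturation in both 32 gained and 2 lost, P0 differentiation 0 gained and 0 lost, P21 differentiation 1 gained and 1 lost. The ratio of mDMRs to dDMRs was 218. Weighted by coverage without sites of over 1000 reads, global differences in points were: ISC maturation −0.691, maturation of differentiated cells −0.506, P0 differentiation −3.14, P21 differentiation −2.96. With equal weight per CpG site, 2 promoters were higher and 2 lower in differentiated cells at both ages. 0 gene bodies were higher and 0 lower in differentiated cells at both ages.

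Depth limits single bins most. In data simulated with counting error alone, 28 % of bins changed by 40 points were recovered for maturation in ISCs, against 96 % of islands changed by 20 points.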

Other observations

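Tests of coverage, conversion, a small loss with differentiation, random differences, immune cells, strand error, the starting level at 3′ CGIs and sequence variants over all regions were chosen only after the results were seen, and those of other cell types, room to change and binding sites before. The genes in the following sentences lie outside the rule for naming genes and were chosen after their values were seen. No group of genes was tested here. The promoter of Casp1, the protease that matures interleukin-1 beta, fell from 62.8 % to 4.31 % in ISCs and from 59.0 % to 4.05 % in differentiated cells. That of Hsd3b3, a steroid dehydrogenase, fell from 85.6 % to 24.2 % in ISCs, and that of Xdh, an enzyme of purine breakdown, fell from 55.7 % to 6.81 % in differentiated cells. The promoters of the water channel genes Aqp1 (58.8 % to 19.1 %) and Aqp4 (66.8 % to 22.8 %) fell in ISCs and likewise in differentiated cells. In gene bodies, Gpx2, a glutathione peroxidase of the gut, fell from 58.7 % to 13.7 % in differentiated cells. Gains lay at the promoter of Cd200, an immune-inhibitory ligand (34.1 % to 64.4 % in ISCs), and in the bodies of the growth factor gene Mdk (26.0 % to 55.6 %) and the developmental gene Mab21l2 (39.3 % to 76.1 %).

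Sequence motifs were counted in 18048 regions that lost methylation in both populations and in 90240 control regions matched on CpG number and level. The motif of HNF4A, a regulator of enterocyte genes, was more frequent in lost regions with an odds ratio of 1.92 (1.77 to 2.08), and that of AP-1 with 1.39 (1.29 to 1.496). Both factors may bind regions that lose methylation while the epithelium matures, a hypothesis from sequence alone. For CDX2, an intestinal homeobox factor, the ratio was 1.19 (1.12 to 1.26), too near 1 for the bound set in advance. Outside the hypotheses, motifs of NFI (4.71, in 16 lost and 17 control regions), ETS (1.66), IRF or PRDM1 (1.66), TCF7L2 (1.33) and GATA (1.25) were also more frequent in lost regions and TEAD motifs less (0.768), whereas in 5339 gained regions TEAD motifs were more frequent (1.38) and KLF (0.540) and CTCF (0.309) motifs less.

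Differentiated cells had a lower global level than ISCs. Over sites shared by all libraries the difference was 17.5 % of the coverage-weighted one at most, and 0.769 % of the promoters lower at both ages stayed 10 points lower with equal weight per site, so uneven coverage of CpG-dense DNA may account for much of it. At P21 the shared sites still differed by −0.517 points, against −1.14 points over all sites with 5 reads, which leaves open how much of that difference coverage explains. Incomplete conversion in ISCs is argued against by promoter CGIs, whose medians differed by 0.0541 points at most. A small loss with differentiation stays open: at least 18 of 19 autosomes were lower over shared sites, but the spread between libraries of a group is unknown.

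Maturation changes repeated in both populations, with bins called in both contrasts 88.1 times as often in the same as in opposite directions. This argues against differences random to each library. It cannot argue against differences between the animal pools, since both populations of an age may come from the same animals. Few differentiation differences repeated at both ages: the ratio was 1.28 (259 and 203 bins), near what random differences give, but gains (128 against 11.4) and losses (131 against 13.9) exceeded the overlap of independent lists, so random differences stay open. Sequence variants between animal pools are argued against as the main cause by a median of 100 % of CpG sites per region moving with the region (53 of 18858 regions with at least 3 sites under 50 %). A shift in immune or other cell types, which sorting on EGFP and EpCAM selects against, stays open: immune promoters moved by a median of 0.720 points at most but singly by −13.8 to 7.88 points, 9 endothelial promoters moved by medians of −1.15 and −3.32 points, and the largest median change, 5.99 points, rests on 2 promoters alone. Age and animal pool coincide, and EGFP-negative cells could include stem cells because this mouse line is mosaic and holds crypts without EGFP, a share that was not tested.

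Maturation brought gains at CGIs such as those of Runx1 and Vipr1 and more losses than gains elsewhere, except in ISCs in bins with at least 4 CpG sites (141413 gains and 131077 losses). Among bins of intermediate starting level, the gain share of calls was still at least 40.9 points higher at CGIs, which argues against room to change as the whole cause. The gain share at CGIs lay at least 26.9 points above that simulated with strand-level error. The simulation gives gains and losses about equally often by construction, and it understates the error within CGIs. It therefore shows only that the calls at CGIs were not symmetric, and error that favours gains was not tested. For the excess at 3′ over promoter CGIs, the ratio of shares fell within classes of starting level. It fell from 11.4 to 1.66 in ISCs and from 18.9 to 2.46 in differentiated cells. These classes included X-linked promoter CGIs, raised by methylation of the inactive X (median 14.4 % in ISCs at P0, against 0.451 % at autosomal genes). The ratios therefore cannot decide how much of the excess starting level explains, and this stays open. A developmental programme stays possible and untested.

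The difference between ISCs and differentiated cells at P0 was −0.867 points per site, or −3.14 points weighted by coverage without sites of over 1000 reads. The first is far smaller, and the second a little smaller, than the difference between the levels quoted from the study above.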
